A study of Mus musculus with 20 samples.

How the data were processed

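Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out on livers of 9-week-old male mice after a 24-hour fast, per the labels. The 4 genotypes were wild type (WT), a liver-specific knockout of Cpt2 (Cpt2 KO), a knockout of Ppara (Ppara KO) and the double knockout (DKO). Cpt2 encodes a mitochondrial carnitine palmitoyltransferase needed for the oxidation of long-chain fatty acids, and Ppara encodes a nuclear receptor that binds fatty acids. H3K4me1 and H3K27ac, histone marks found at enhancers and, for H3K27ac, at active promoters, were profiled in 2 livers of each genotype. H3K9ac, an acetylation mark of active chromatin, was profiled in 1 WT and 1 Cpt2 KO liver. The 2 pooled input samples in the labels served as the background of the ChIP libraries, per their titles, and were not analysed here on their own. Each library was placed in its group by the title of its sample.

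For each of the 16 H3K4me1 and H3K27ac libraries the authors deposited a list of narrow peaks, called per library with MACS2 on mm10 per the peak names, so replicates were not pooled. The peak names of 1 library, the H3K27ac Ppara KO replicate 2, carry another build word, and its coordinates were used as mm10 because its peaks shared as many bases with those of Ppara KO replicate 1 (Jaccard index 0.723) as the replicates of the other genotypes shared with each other (0.713 to 0.726). The fold enrichment of each peak is a ratio made by the authors: the height of the ChIP pileup at the summit over the local background of the input. The −log10 p and −log10 q of each peak were also deposited by the authors, and the smallest −log10 p in any list was 7.02. Positions of peaks and intervals are in bases, per the file headers, and were made 1-based here. Tables of the whole series hold consensus intervals per mark and, for H3K9ac, the intervals of both libraries, with positions and no enrichment values. Aligner, duplicate handling, scaling of reads and the caller's threshold are not stated in the labels or file headers, and for H3K9ac the caller is not stated either.

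Read totals are not given by the files, so the depth of a library is unknown in reads. Its relative depth was inferred from the values. Every deposited pair of fold and p-value (100% of peaks in each library) solved to a whole-number pileup with 1 added to pileup and background, which is how MACS2 computes a fold. The genome-wide background of a library, divided by the smallest peak width, was 13.4 tags per kb in all 8 H3K4me1 libraries and 11.9 in all 8 H3K27ac libraries. This was read as 1 common depth for the libraries of a mark at peak calling, an inference from a single quantity that also involves the pooled input. Smallest peak width, from 196 to 223 bases, stands here for the fragment length used by the caller, because MACS2 by default reports no peak shorter than that length; this reading is an inference.

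A fold enrichment is the authors' own value for a peak of a single list. Folds were nevertheless compared between the libraries of 1 mark, as the design had fixed, because caller, pooled input and inferred depth were the same. Each library was centred on its median log2 fold. Quantile normalization, which uses only the order of peaks within a list, was an alternative. Levels of fold were not compared between marks. Log2 differences between the libraries of one mark were set beside those of the other near Rpia and in correlations over shared intervals.

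Each library's highest peak overlapping a consensus interval by at least 1 base gave the interval's fold. The 103014 H3K4me1 and 65776 H3K27ac consensus intervals included 19526 and 18281 called in all 8 libraries, and these entered the models. The gene of an interval was the nearest of 21896 protein-coding gene bodies in a RefSeq table of assembly GRCm38.p6, the assembly that mm10 names. The table gives no strand, exons or introns, so a transcription start could not be placed. Peaks near a gene were counted within 1000 bases of either end of a gene body (alternative: 5000 bases), and the interval printed for a named gene is the assigned interval with the highest mean fold. The gene and the distance of an interval were taken from the middle of the interval. An interval whose middle lies in a gene body is given as inside it, with no statement on exon or intron.

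Differences of folds were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend) on centred log2 folds, with the 8 libraries of a mark in 1 fit of 4 genotype means, and with Benjamini-Hochberg adjusted p under 0.05 as the threshold. Ppara-null (Ppara KO and DKO) was compared with Ppara-intact (WT and Cpt2 KO), Cpt2-null (Cpt2 KO and DKO) with Cpt2-intact (WT and Ppara KO), and genotypes pairwise; the interaction is the Cpt2 effect in Ppara-null livers minus that in Ppara-intact livers. Measures of whole libraries were compared by exact permutation tests, two-sided except the one-sided test of similarity. The 4 against 4 comparison had 70 orders and a smallest p of 0.0286, and the division into 4 pairs had 105 divisions and a smallest p of 0.00952. A two-sided test of 2 against 2 cannot go below 0.333, so pairs of genotypes were not tested in this way. Adjusted values of these measures cover a family of 27 tests. The 4 against 4 tests and those of 4 pairs could hardly pass this correction. An exact p of 0.00952 was adjusted to 0.257, and an exact p of 0.0286 to 0.286. Failing the correction is therefore weak evidence against a difference.

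The 5 gene lists (targets of PPARA, 42 genes; SREBP and lipogenesis, 24; integrated stress response, 18; acute phase and inflammation, 20; hepatocyte reference, 19) were written from general knowledge. A list's score in a library was the mean over genes of the mean centred log2 fold of the gene's intervals. Scores were tested by exact permutation. The fry test of limma was run on the intervals of the list's genes and not on the score. A printed difference and its fry p are therefore separate statistics. Both tests were adjusted over the 5 lists. Genes named in the text were Cpt2 and Ppara, 10 PPARA targets, 2 of which are not reported here, Alb and Actb, and, for the Ppara and Cpt2 comparisons of each mark, the 3 intervals with the largest rise and the 3 with the largest fall among those past the threshold. Groups, tests, lists and this naming rule were fixed before the data were examined. A named interval that falls outside the rule is said to do so.

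Overlaps were computed with bedtools 2.31.1 and permutations in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1; figures were drawn with matplotlib 3.10.9. The fits, the permutation tests, the overlap counts and the recovery of pileups were tested on simulated data. In a simulation of the Ppara comparison with 200 changed intervals, a log2 change of 0.5 was recovered in 0% of them for both marks, a change of 1 in 27% (H3K4me1, of 19526 intervals tested) and 46% (H3K27ac, of 18281), and a change of 1.5 in 84% and 83%. With no simulated change no interval was called, and fry gave a p under 0.05 for 5.5% (H3K4me1) and 4.5% (H3K27ac) of 200 unchanged lists of 60 intervals.

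Alternatives fixed at the outset were no centring, quantile normalization, the mean in place of the highest peak, intervals above the median fold, eBayes without trend, the replicate number as a block, uncalled libraries set to the 5th percentile of their folds in intervals called in at least 2 libraries, other overlap rules, a minimum −log10 q of 5, and leaving out each library in turn. The minimum of 5 removes no peak, since the smallest −log10 q was 5.21, so a minimum of 10 was added. Pileups recovered from fold and p-value, smallest peak width as a covariate, and an overlap of 50% of the shorter H3K9ac interval were also added after the data were seen. For the 4 lists other than PPARA targets, so were filling in uncalled libraries, quantile normalization, the strongest interval per gene and the mean of the peaks. Count-based tests had no counts to run on, and H3K9ac alternatives on folds or q had no values to run on. GC content was not checked, since no genome sequence was used here.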

Results

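The study asked how Ppara and the oxidation of fatty acids shape chromatin in the fasted liver. Its 2 deletions form a factorial design: livers lacked Cpt2, Ppara, both or neither. H3K4me1 and H3K27ac were each measured in 8 libraries, 2 livers per genotype, and H3K9ac in 2 libraries without replication. Peak lists held from 61189 to 72151 H3K4me1 peaks per library, covering 38.8 to 53.5 Mb, and from 44454 to 48929 H3K27ac peaks covering 42.0 to 47.8 Mb. Median fold enrichment over input ran from 5.83 to 6.13 for H3K4me1 and from 6.69 to 8.21 for H3K27ac. Depth in reads is unknown, and 1 common depth for the 8 libraries of a mark is an inference from the values.

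The targeted genes were examined first in every library. Beyond the lower end of the Cpt2 gene body (mm10, chromosome 4, 107903982 to 107923589), an H3K27ac interval at 107901663 to 107903225, with its middle 1538 bases from the gene, was called with folds of 7.77 and 9.88 in the WT livers and of 4.78 and 5.52 in the Ppara KO livers. It was not called in any of the 4 Cpt2-null livers. The H3K27ac interval at the other end of the gene, at 107920649 to 107924008, was called in all 8 libraries with folds from 8.75 to 23.3. For Ppara (chromosome 15, 85734910 to 85806851), an H3K27ac interval inside the gene body at 85801195 to 85801691 was called only in the 4 Ppara-null livers, with folds of 6.08 and 6.15 in Ppara KO and of 7.33 and 9.91 in DKO. An H3K27ac interval beyond the upper end of the same gene, at 85807161 to 85809538 with its middle 1499 bases away, was called only in the 4 Ppara-intact livers, with folds of 6.17 and 6.57 in WT and of 5.21 and 5.43 in Cpt2 KO. H3K4me1 at 85808263 to 85809598 and at 85809934 to 85811582 was likewise called only in the 4 Ppara-intact livers, with folds between 6.17 and 9.99 in the former and between 6.86 and 8.17 in the latter. No H3K4me1 interval at Cpt2 separated the Cpt2 states: the one nearest to the H3K27ac difference, at 107901656 to 107903136, was called in 5 libraries, among them both Cpt2 KO livers. H3K27ac calls therefore went with the labelled genotype of every library at an interval nearest to Cpt2 and at an interval inside the Ppara body. The intervals of both marks beyond the upper end of Ppara that were called only in Ppara-intact livers have Cdpf1 as their nearest gene. No H3K4me1 interval inside the Ppara body separated the Ppara states. Positions of the intervals named here were chosen after their values were seen.

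**Figure D1:**
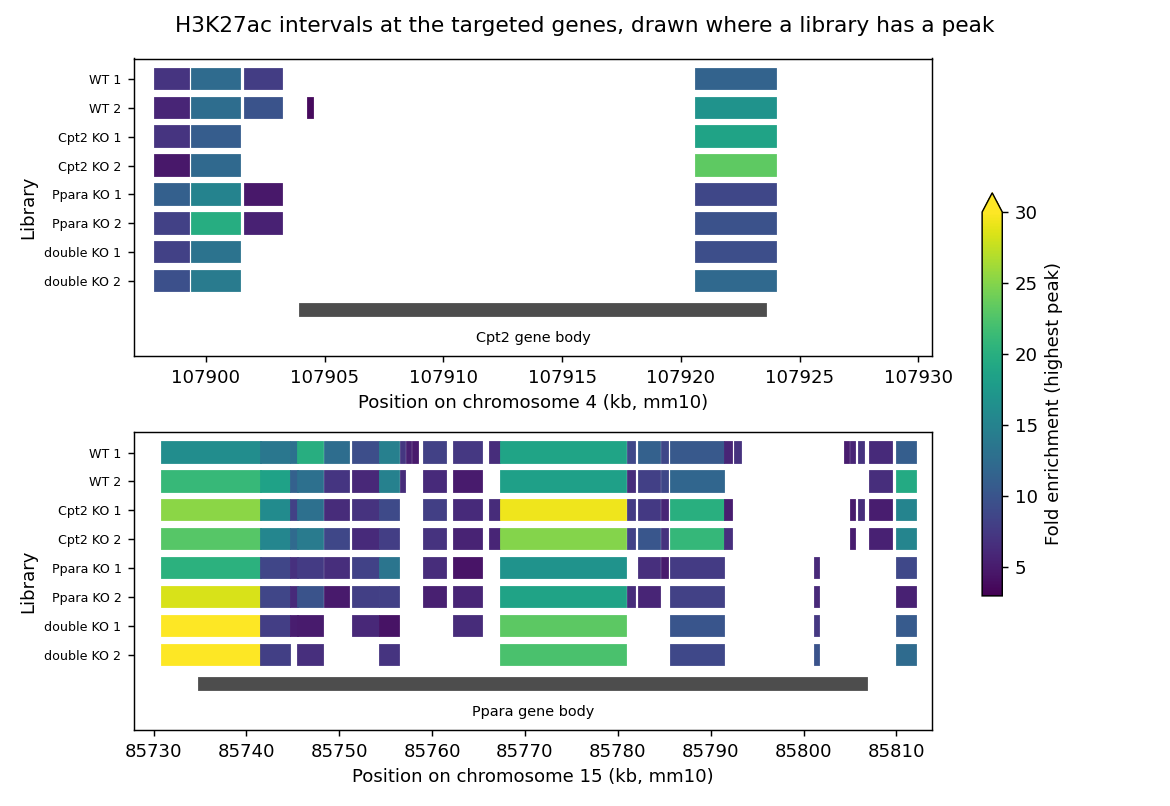
H3K27ac intervals at Cpt2 (top, chromosome 4) and Ppara (bottom, chromosome 15) against position in kb (mm10), 1 line per library, each box drawn where the library has a peak and coloured by the fold enrichment of its highest peak. The interval starting at 107901663 is missing in the 4 Cpt2-null libraries, and the one starting at 85801195 is present only in the 4 Ppara-null libraries.

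No difference in peak number passed the correction for multiple tests, which these tests could hardly pass even at their smallest p. In H3K27ac, 45646 ± 699 peaks were called in WT, 46903 ± 648 in Cpt2 KO, 45499 ± 1477 in Ppara KO and 48527 ± 569 in DKO (mean ± SD, n = 2 each). Both DKO libraries (48124 and 48929) lay above the 6 others, and genotype held 0.776 of the variance (exact p = 0.0857, adjusted 0.286). Cpt2-null livers had 2143 more H3K27ac peaks than Cpt2-intact livers (exact permutation test, two-sided p = 0.0571, adjusted p = 0.286 over 27 tests), and leaving out Cpt2 KO replicate 1 gave 2566 more at an exact p of 0.0286. Ppara-null livers had 738 more (exact p = 0.543, adjusted 0.666), from 99.4 without DKO replicate 1 to 1591 without Ppara KO replicate 2. The alternative that moved the Cpt2 difference most was a minimum −log10 q of 10, which gave 4751 more at an exact p of 0.0286, with 38479 ± 339 peaks in WT, 42516 ± 268 in Cpt2 KO, 39049 ± 62.2 in Ppara KO and 44514 ± 8.49 in DKO. Covered bases went the other way, with a difference of −3.37 Mb for Cpt2 (exact p = 0.0571, adjusted 0.286) and of −0.63 Mb for Ppara (exact p = 0.771). The former lay between −4.02 Mb without Ppara KO replicate 2 and −2.91 Mb without DKO replicate 1. H3K4me1 peak numbers were 68010 ± 1624 in WT, 67575 ± 6472 in Cpt2 KO, 65490 ± 6082 in Ppara KO and 64514 ± 2916 in DKO (n = 2 each). Differences in H3K4me1 peak number were −2791 for Ppara-null (exact p = 0.343, adjusted 0.487) and −706 for Cpt2-null livers (exact p = 0.80, adjusted 0.86). The former was −444.5 with a minimum −log10 q of 10 and lay between −4389 without Cpt2 KO replicate 1 and −1338 without Cpt2 KO replicate 2. The latter turned positive with a minimum −log10 q of 10, at 1534, and lay between −2741 without Cpt2 KO replicate 2 and 492 without DKO replicate 1.

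The share of peaks within 1000 bases of an end of a protein-coding gene was 22.5% ± 0.933 in WT, 23.3% ± 0.252 in Cpt2 KO, 22.4% ± 0.834 in Ppara KO and 23.4% ± 0.200 in DKO for H3K27ac (SD, n = 2 each). It was 0.868 percentage points higher in Cpt2-null livers (exact p = 0.0571, adjusted 0.286) and −0.0083 points apart for Ppara (exact p = 1.00, adjusted 1.00). Within 5000 bases the Cpt2 difference had the opposite sign, −1.67 points (exact p = 0.0286), so no direction holds for it. With a minimum −log10 q of 10 the difference within 1000 bases was 0.103 points (exact p = 0.857). Without WT replicate 2 the difference within 1000 bases was 1.11 points at an exact p of 0.0286. For H3K4me1 the shares were 9.86% ± 0.467, 11.2% ± 0.889, 10.6% ± 1.73 and 13.1% ± 0.709 in WT, Cpt2 KO, Ppara KO and DKO, with differences of 1.90 points for Cpt2 (exact p = 0.0857, adjusted 0.286) and 1.37 points for Ppara (exact p = 0.257, adjusted 0.408). The H3K4me1 Cpt2 difference was −0.027 points within 5000 bases (exact p = 1.0), and the Ppara difference was 0.15 points (exact p = 0.943). Within 1000 bases the latter lay between 0.789 points without DKO replicate 2 and 2.19 points without Ppara KO replicate 1.

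Libraries differed in smallest peak width, a proxy for the fragment length used in peak calling. In H3K4me1 the widths were 199 and 199 bases in WT, 211 and 196 in Cpt2 KO, 200 and 216 in Ppara KO and 210 and 221 in DKO. The 4 libraries of at most 200 bases, both WT libraries among them, covered 52.5 to 53.5 Mb, and the 4 of at least 210 bases, both DKO libraries among them, covered 38.8 to 46.0 Mb. H3K27ac widths were 206 and 198 in WT, 221 and 220 in Cpt2 KO, 205 and 210 in Ppara KO and 217 and 223 in DKO. Every Cpt2-null library lay above every Cpt2-intact one, by 15.5 bases on average, and the former covered 42.0 to 44.9 Mb against 44.8 to 47.8 Mb. Median H3K27ac fold was 6.85 ± 0.216 in WT, 7.72 ± 0.426 in Cpt2 KO, 6.96 ± 0.292 in Ppara KO and 7.98 ± 0.322 in DKO (SD, n = 2 each), and the genotypes were not tested for it. In H3K4me1 no width lay between 200 and 210 bases. Both DKO widths exceeded both WT widths in each mark.

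**Figure D2:**
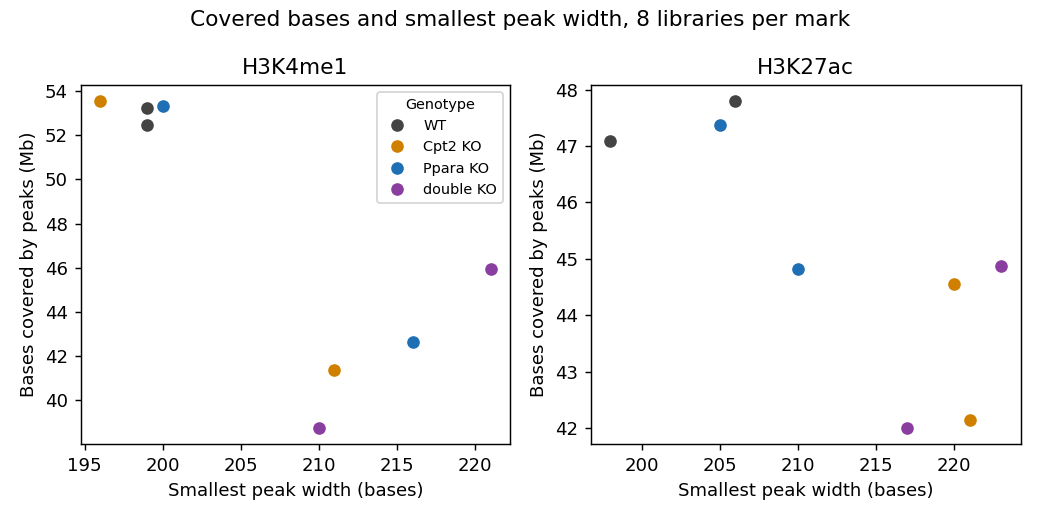
Megabases covered by peaks (vertical) against smallest peak width in bases (horizontal), 1 point per library coloured by genotype, for H3K4me1 (left) and H3K27ac (right); both vertical axes start above 0. In H3K27ac the 4 Cpt2-null libraries lie at 217 bases or more and the 4 Cpt2-intact ones at 210 or less.

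Peak positions followed genotype in H3K27ac. The Jaccard index, bases shared over bases in either list, averaged 0.720 within and 0.579 between genotypes. The difference of 0.140 was the largest of 105 divisions into pairs (exact permutation test, one-sided p = 0.00952, the smallest it can give; adjusted 0.257 over 27 tests). In H3K4me1 the means were 0.534 and 0.475, a difference of 0.059 (exact one-sided p = 0.0952, adjusted 0.286). Neither difference passed the correction. H3K4me1 indices went with smallest peak width: pairs on the same side of the gap from 200 to 210 bases had at least 0.554, and pairs across it at most 0.470. The replicates of Cpt2 KO (0.390) and of Ppara KO (0.470) lie across the gap. They were less alike than Cpt2 KO replicate 1 and Ppara KO replicate 2 (0.569) or Cpt2 KO replicate 2 and WT replicate 2 (0.616). Counting peaks that overlap by at least 50% of the shorter one moved the H3K27ac difference most, to 0.096, with the same p.

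Intervals called in both livers of one genotype and in neither of another were counted next, with no test for single intervals. In H3K27ac, 6395 intervals were gained and 4369 lost in Cpt2 KO against WT, 3297 gained and 3560 lost in Ppara KO against WT, and 8288 gained and 5259 lost in DKO against WT. DKO gained 3009 and lost 2704 against Cpt2 KO, and gained 4524 and lost 1728 against Ppara KO. The other divisions of the same 4 libraries into 2 and 2 gave totals from 569 to 1335. For the comparisons of 4 against 4 an interval counted when it was called in at least 3 libraries of one group and in none of the other. By this criterion Ppara-null livers gained 1070 and lost 1139 intervals against Ppara-intact livers, and Cpt2-null livers gained 2957 and lost 1638 against Cpt2-intact livers. Among the 35 splits of the 8 libraries into 4 and 4, the Cpt2 split gave the highest total (4595) and the Ppara split the next (2209). Splits that follow neither gene came close to the latter. Both WT libraries and Cpt2 KO replicate 2 gave 2032 with Ppara KO replicate 1 and 1807 with Ppara KO replicate 2, against the others. In H3K4me1, Ppara-null livers gained 2020 and lost 2930 intervals and Cpt2-null livers gained 1454 and lost 1336, but the highest total, 15278, came from a split that follows neither gene: both WT libraries, Cpt2 KO replicate 2 and Ppara KO replicate 1, the 4 with the smallest widths, against the others. The genotype pairs gave H3K4me1 totals of 6706 for Cpt2 KO against WT, 8643 for Ppara KO against WT, 21926 for DKO against WT, 6689 for DKO against Cpt2 KO and 4631 for DKO against Ppara KO, beside 1216 to 5223 for the other divisions. Leaving out 1 library loosened the criterion and raised most totals, many of them by more than 1.5 times. Without H3K4me1 Cpt2 KO replicate 1 the total for DKO against Cpt2 KO was 32724, and without H3K27ac WT replicate 1 that for Cpt2 KO against WT was 17306.

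Changes in fold enrichment were tested with limma at intervals called in all 8 libraries. In H3K27ac, 584 intervals were higher and 758 lower in Ppara-null than in Ppara-intact livers at an adjusted p under 0.05, out of 18281, and 896 were higher and 1349 lower in Cpt2-null than in Cpt2-intact livers. The alternative that raised these counts most was filling in uncalled libraries, which brought in more intervals and gave 3596 for Ppara and 9394 for Cpt2 of 47873. With smallest peak width as a covariate 713 intervals passed for Ppara and 0 for Cpt2, where 1426 had an unadjusted p under 0.05, against 5498 without the covariate. Width and Cpt2 state nearly coincide in this mark, so by construction the covariate removes most of the Cpt2 contrast along with any effect of width. The direction of the Cpt2 calls depended on scaling. Without centring, the median interval was 0.25 log2 higher in Cpt2-null livers and 3504 intervals were higher and 432 lower, so the calls after centring are changes relative to that shift. On recovered pileups 1648 were higher and 1453 lower for Ppara and 2425 and 2316 for Cpt2. Leaving out Cpt2 KO replicate 1 brought the Cpt2 count to 691, and leaving out Cpt2 KO replicate 2 brought the Ppara count to 469, the lowest for Ppara. Numbers in the peak names, read as animal numbers, lay 2700 or more apart between Ppara-null and Ppara-intact livers, so animal series and Ppara state coincide.

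Pairwise H3K27ac counts were 1064 higher and 1405 lower in Cpt2 KO against WT, 517 and 656 in Ppara KO against WT, 1576 and 2109 in DKO against WT, and 109 and 300 in DKO against Cpt2 KO (limma, adjusted p under 0.05). In DKO against Ppara KO 0 intervals were higher and 1 was lower, with 2569 at an unadjusted p under 0.05; leaving out Cpt2 KO replicate 2, which enters only through the shared spread, gave 4. The splits without centring were 1961 higher and 576 lower for Cpt2 KO against WT, 3155 and 860 for DKO against WT, and 11 and 3 for DKO against Ppara KO, where the median shift was 0.32. Quantile normalization turned the split of Ppara KO against WT to 648 higher and 502 lower. It also turned Cpt2 KO against WT, to 1158 and 1061, and DKO against WT, to 1642 and 1621. Ppara-null against Ppara-intact turned to 687 and 668. More intervals stayed lower than higher in DKO against Cpt2 KO (109 and 266) and in Cpt2-null against Cpt2-intact livers (1016 and 1116). With width as a covariate 0 intervals passed for Cpt2 KO against WT and for DKO against WT, with 1418 and 1747 at an unadjusted p under 0.05, 17 passed for Ppara KO against WT, and 366 for DKO against Cpt2 KO.

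**Figure D3:**
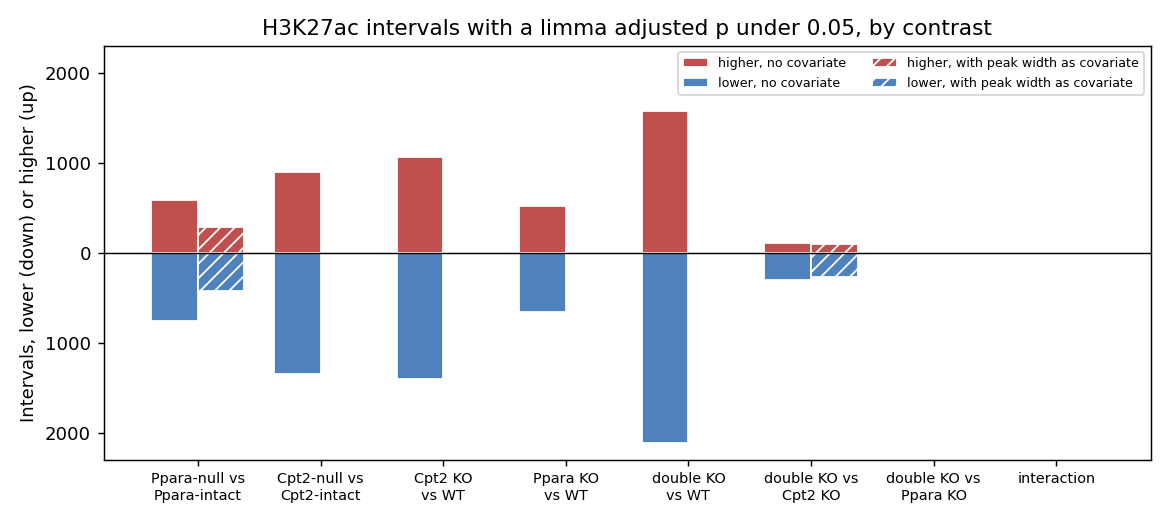
Number of H3K27ac intervals (vertical, upward for higher and downward for lower) with a limma adjusted p under 0.05 in each comparison, without a covariate (plain bars) and with smallest peak width as a covariate (hatched bars), of 18281 intervals in 8 libraries. With the covariate 0 intervals pass in the 4 comparisons that differ in Cpt2 state and in the interaction (1418 to 1888 unadjusted), 17 pass for Ppara KO against WT (1173 without it), 713 for Ppara-null against Ppara-intact (676 of them among the 1342 without it) and 366 for DKO against Cpt2 KO (338 of them among the 409 without it).

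In H3K4me1, 9 of 19526 intervals were higher and 16 lower in Ppara-null livers, with 2721 at an unadjusted p under 0.05, and 19 were higher and 7 lower in DKO against WT, with 3793 unadjusted. No interval passed for Cpt2-null against Cpt2-intact (1916 unadjusted), Cpt2 KO against WT (1502), Ppara KO against WT (1648), DKO against Cpt2 KO (1515), DKO against Ppara KO (786) or the interaction (566). Counts changed with the library left out. The Ppara count was 0 without WT replicate 1 (1976 unadjusted), WT replicate 2 (1850), Ppara KO replicate 2 (1663) or DKO replicate 1 (1950), 1 without DKO replicate 2 and 1015 without Cpt2 KO replicate 1. The Cpt2 count was 209 without Cpt2 KO replicate 2. The DKO against WT count rose in each of the 4 fits without a Cpt2 KO or Ppara KO library, to between 53 without Ppara KO replicate 2 and 999 without Cpt2 KO replicate 2, and all 26 intervals were among those called in each. With width as a covariate 0 passed for Ppara and for DKO against WT, with 1499 and 1324 unadjusted. Without centring, DKO against WT gave 1 higher and 2 lower.

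Of the genes chosen by name beforehand, other than Ppara, Cyp4a10 showed the largest Ppara difference in H3K27ac. Its strongest interval (chromosome 4, 115513203 to 115522449, its middle 461 bases from the gene body) had folds of 12.8 and 19.0 in WT, 29.5 and 19.8 in Cpt2 KO, 6.17 and 5.50 in Ppara KO and 7.0 and 6.43 in DKO, a log2 difference of −1.67 (SE 0.19, limma adjusted p = 0.000414). At the Cpt2 gene, the interval at 107920649 to 107924008 was lower in Ppara-null livers by a log2 difference of −0.81 (SE 0.17, limma adjusted p = 0.0139), and this call was lost without Cpt2 KO replicate 2 (−0.70, limma adjusted p = 0.0869, the highest in a range from 0.000218). The strongest H3K27ac intervals of Ppara, Pdk4, Fgf21, Angptl4, Cpt1a, Ehhadh, Plin2, Alb and Actb did not pass for either gene. The interval of Ppara lay 60833 bases from the gene body. Inside the body 6 intervals were called in all 8 libraries, and these were looked at after their values were seen, without alternatives. For Ppara, those starting at 85741614 (−0.96, SE 0.17, limma adjusted p = 0.00475), 85745608 (−1.08, SE 0.21, 0.00844) and 85785705 (−0.83, SE 0.17, 0.0113) were lower and that at 85730896 was higher (0.48, SE 0.13, 0.0409). For Cpt2, those at 85754441 (−1.13, SE 0.22, 0.00894) and 85745608 (−0.69, SE 0.21, 0.0454) were lower. Cyp4a14 had no interval called in all 8 libraries in either mark. With other settings up to 2 of these genes passed for Cpt2, Cyp4a10 and Ppara on recovered pileups. In H3K4me1 none of them passed for either deletion, and 2 passed for Ppara without Cpt2 KO replicate 1; the lowest limma adjusted p for Ppara was 0.0765 at Fgf21, with a log2 difference of −0.91 (SE 0.19), against 0.0928 at Cyp4a10, with −0.82 (SE 0.19).

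The largest H3K27ac falls in Ppara-null livers lay inside Mfsd2a (chromosome 4, 122956701 to 122961941, log2 −2.10, SE 0.35, limma adjusted p = 0.00397), across Acaa1b (chromosome 9, 119151863 to 119160654, −2.02, SE 0.19, limma adjusted p = 0.00021) and 7556 bases from Slc27a2 (chromosome 2, 126543642 to 126547294, −1.85, SE 0.23, limma adjusted p = 0.000708). At Mfsd2a the spread was wide, with folds of 8.42 and 3.52 in Ppara KO and 15.4 and 4.89 in DKO against 24.4 to 35.9 in the Ppara-intact livers. The largest rises lay inside Spon1 (chromosome 7, 113960150 to 113963520, 2.19, SE 0.19), 50954 bases from Aldh8a1 (chromosome 10, 21446166 to 21448898, 1.78, SE 0.22) and inside Cdh1 (chromosome 8, 106603272 to 106607370, 1.76, SE 0.19). All 6 kept their call under each alternative that tested them and with each library left out in turn.

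For Cpt2-null against Cpt2-intact livers, the largest H3K27ac falls lay inside Rnf11 (chromosome 4, 109474190 to 109477209, log2 −1.88, SE 0.18), Slc2a9 (chromosome 5, 38488771 to 38491968, −1.73, SE 0.18) and Proz (chromosome 8, 13061282 to 13062669, −1.71, SE 0.23). The largest rises lay 63687 bases from Nfe2l2 (chromosome 2, 75767695 to 75769004, 1.54, SE 0.22), 7766 bases from Hs1bp3 (chromosome 12, 8351252 to 8351928, 1.53, SE 0.24) and 5080 bases from Mcam (chromosome 9, 44128290 to 44130866, 1.39, SE 0.17). Their limma adjusted p ran from 0.000855 at Rnf11 to 0.00472 at Hs1bp3. With width as a covariate none of the 6 passed, at limma adjusted p from 0.53 to 0.711, and the interval at Rnf11 also failed on recovered pileups, with a log2 difference of −0.28. At Slc2a9 the fall was seen mainly with Ppara absent: folds were 18.7 and 29.8 in WT, 15.1 and 15.3 in Cpt2 KO, 17.6 and 20.4 in Ppara KO and 3.18 and 4.72 in DKO, and the interaction did not pass.

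Among the H3K4me1 intervals that passed for Ppara, the largest falls lay inside Zcchc24 (chromosome 14, 25758856 to 25761683, log2 −1.49, SE 0.25), inside Pllp (chromosome 8, 94682499 to 94686113, −1.42, SE 0.26) and 31462 bases from Cebpb (chromosome 2, 167719253 to 167724534, −1.41, SE 0.20). The largest rises lay 792 bases from Csnk1e (chromosome 15, 79416191 to 79417928, 1.45, SE 0.20), inside Snd1 (chromosome 6, 28680102 to 28683319, 1.27, SE 0.20) and inside Gldn (chromosome 9, 54297768 to 54299291, 1.24, SE 0.19). Limma adjusted p ran from 0.0152 to 0.0488. None of the 6 calls held without WT replicate 1 (limma adjusted p from 0.139 to 0.146), with the mean of the peaks (0.0772 to 0.0999) or with width as a covariate (0.162 to 0.349).

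The PPARA targets, a list of 42 genes, were used to ask whether the receptor's known genes carried the change. In H3K27ac 35 of them had an interval called in all libraries, and their mean log2 fold relative to the library median was 0.50 ± 0.0036 in WT, 0.77 ± 0.055 in Cpt2 KO, 0.056 ± 0.0069 in Ppara KO and 0.036 ± 0.0079 in DKO (SD, n = 2 each). The 4 genotypes differed by exact permutation (p = 0.00952, the smallest possible; adjusted 0.0238 over 5 lists). Ppara-null livers were lower by −0.59 (exact two-sided p = 0.0286, the smallest possible, adjusted 0.143; fry adjusted p = 3.28e-05), with 31 of 35 genes lower. Of the 58 intervals of these genes, 24 were called lower and 1 higher over all intervals, and 31 passed when adjusted over the list alone. Over the alternatives the value ran from −0.63 in intervals above the median to −0.53 on recovered pileups. The fry adjusted p ran from 1.77e-05 to 0.0123 over the alternatives.

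By genotype pair, the H3K27ac score of the PPARA targets was higher in Cpt2 KO than in WT by 0.27 (fry adjusted p = 0.00289, 29 of 35 genes higher), lower in Ppara KO than in WT by −0.45 (0.000639), lower in DKO than in WT by −0.47 (0.000324) and lower in DKO than in Cpt2 KO by −0.73 (4.88e-05). Without centring, the differences of Ppara KO (−0.46, fry adjusted p = 0.125) and DKO (−0.17, 0.448) from WT were no longer called, and over the other alternatives these stayed called from 0.000176 and 0.000185 upwards. Between DKO and Ppara KO the difference was −0.019 (0.156); it was positive without centring, at 0.29 (0.429), and was called at −0.074 (0.0278) once uncalled libraries were filled in, in a range up to 0.655. The interaction was −0.29 (fry adjusted p = 0.00535, 24 of 35 genes negative). Without centring it was −0.20, with a fry adjusted p of 0.462 in a range from 0.0157 for the other choices of scaling, intervals and width. The rise in Cpt2 KO was 0.29 with width as a covariate, at a fry adjusted p of 0.0818, the highest in a range from 0.0059. Averaged over Ppara states, the Cpt2 difference was 0.12 (fry adjusted p = 0.0108; exact p = 0.657, adjusted 0.657), and it was 0.040 with a fry adjusted p of 0.685, in a range from 0.0149, once uncalled libraries were filled in. That call was also lost without DKO replicate 1 (0.0600) and without DKO replicate 2 (0.0637).

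**Figure D4:**
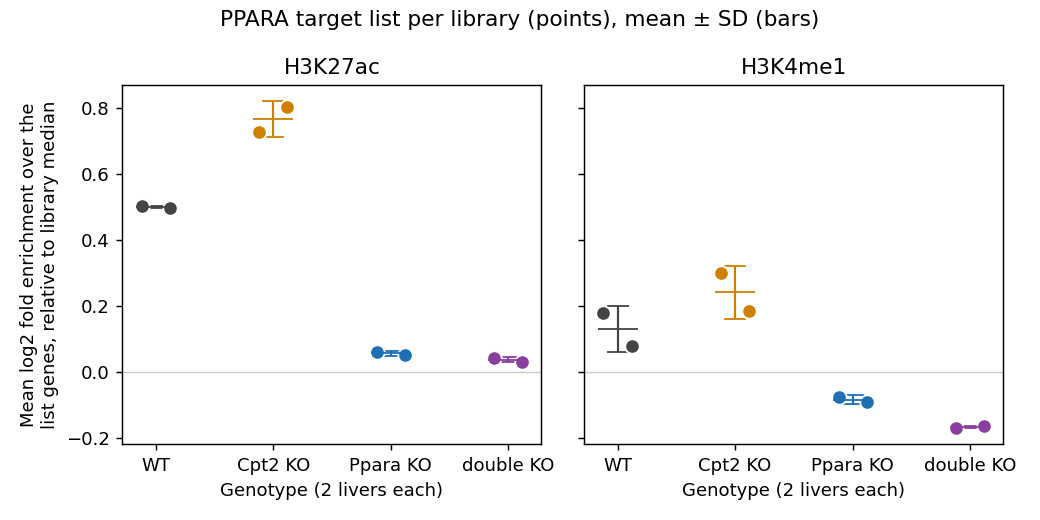
Mean log2 fold enrichment over the PPARA target genes relative to the library median (vertical), by genotype, for H3K27ac (left, 35 genes) and H3K4me1 (right, 32 genes); points are libraries and bars are mean ± SD of 2 livers. In H3K27ac the Cpt2 KO livers average 0.77, the WT livers 0.50, and the 4 Ppara-null livers lie near 0.

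In H3K4me1 the PPARA targets, with 32 genes, averaged 0.13 ± 0.07 in WT, 0.24 ± 0.082 in Cpt2 KO, −0.084 ± 0.013 in Ppara KO and −0.17 ± 0.0027 in DKO (SD, n = 2 each; 4 genotypes, exact permutation p = 0.00952, adjusted 0.0476). Ppara-null livers were lower by −0.31 (exact two-sided p = 0.0286, adjusted 0.143; fry adjusted p = 0.020), with 28 of 32 genes lower. Of 85 intervals 1 passed over all intervals and 13 when adjusted over the list alone. The fry call was lost without WT replicate 1 (fry adjusted p = 0.0748), in the 4 fits without a Ppara KO or DKO library (0.0873 to 0.103), with uncalled libraries filled in (0.148) and with width as a covariate (0.0628), in a range from 0.00247. The Cpt2 difference was 0.014 (fry adjusted p = 0.447; exact p = 0.857, adjusted 0.857), and the interaction −0.20 (fry adjusted p = 0.244). Cpt2 KO against WT gave 0.11 (fry adjusted p = 0.243) and DKO against Cpt2 KO −0.41 (0.0247). The latter was lost in each of the 4 fits without a WT or Ppara KO library, where the fry adjusted p ran from 0.0504 to 0.0845, and with uncalled libraries filled in (−0.32, 0.201), in a range from 0.0043. DKO against WT gave −0.30 (fry adjusted p = 0.113) and Ppara KO against WT −0.21 (0.280), and both passed with the strongest interval per gene (0.0145 and 0.0206, in ranges up to 0.359 and 0.595).

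Of the other lists, the genes of SREBP and lipogenesis were lower in H3K27ac of Cpt2-null livers by −0.37 (fry adjusted p = 0.0108; exact two-sided p = 0.0286, adjusted 0.0714), with 16 of 19 genes lower. Of their 38 intervals, 10 were called lower and 1 higher over all intervals, and 17 passed when adjusted over the list alone. Scores were 0.31 ± 0.11 in WT, −0.23 ± 0.066 in Cpt2 KO, 0.27 ± 0.12 in Ppara KO and 0.071 ± 0.0087 in DKO (SD, n = 2 each). The call did not hold without centring (−0.10, fry adjusted p = 0.451), with width as a covariate (−0.32, 0.447), without DKO replicate 1 (−0.37, 0.0600) or without DKO replicate 2 (−0.37, 0.0637), in a range from 0.00166. Over the 4 genotypes the exact p was 0.0381 (adjusted 0.0635). The hepatocyte reference genes were lower by −0.20 in Cpt2-null livers (fry adjusted p = 0.0583; exact p = 0.0286, adjusted 0.0714), with 13 of 15 genes lower, 8 of 49 intervals called, and 8 when adjusted over the list alone. Over the 4 genotypes the list passed, at an exact p of 0.00952, the smallest possible (adjusted 0.0238). The fry test of this list passed without WT replicate 2, at −0.22 (0.0244), with uncalled libraries filled in, at −0.235 (0.00166), and with the mean of the peaks, at −0.3165 (0.0364), and without centring the sign changed, to 0.069 (0.387). Their Ppara difference was 0.079 (fry adjusted p = 0.168), with 5 intervals called and 8 when adjusted over the list alone, and passed at 0.10 (0.0357, in a range up to 0.885) without WT replicate 1. Neither the integrated stress response genes (Ppara 0.13, fry adjusted p = 0.432; Cpt2 0.046, 0.671) nor the acute phase and inflammation genes (Ppara 0.028, 0.901; Cpt2 −0.12, 0.387) passed in H3K27ac. With uncalled libraries filled in, the acute phase and inflammation genes passed for Cpt2, at −0.1088 (fry adjusted p = 0.00696, in a range up to 0.696). In this mark the SREBP genes did not differ for Ppara (0.13, 0.901). In H3K4me1 these 4 lists did not pass for either deletion. Their fry adjusted p was 0.977 for each in the Ppara comparison, and the lowest in the Cpt2 comparison was 0.0716 for SREBP and lipogenesis, at −0.024. The latter passed without centring, at −0.028 (fry adjusted p = 0.0130), and with width as a covariate at a value of opposite sign, 0.0044 (0.0223), in a range up to 0.759.

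Whether the effect of one deletion depended on the other was asked by correlating effects that share no library. Across 18281 H3K27ac intervals, which are not independent replicates, the Cpt2 effect with Ppara present correlated with that in its absence at r = 0.34 (exact permutation of 2520 assignments, two-sided p = 0.229, adjusted 0.408 over 27 tests; rho = 0.33, p = 0.219). The Ppara effect with and without Cpt2 gave r = 0.25 (exact p = 0.416, adjusted 0.561; rho = 0.20, p = 0.54). In H3K4me1 the values were r = 0.32 for Cpt2 (exact p = 0.222, adjusted 0.408; rho = 0.32, p = 0.232) and r = 0.42 for Ppara (exact p = 0.0825, adjusted 0.286; rho = 0.40, p = 0.0857). No correlation differed from those of other assignments of the libraries.

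A single interval passed for the interaction in H3K27ac, with 2771 at an unadjusted p under 0.05. It lies on chromosome 6 at 70812513 to 70815280, 21722 bases from Rpia, and was named after its values were seen. Its folds were 3.78 and 4.63 in WT, 27 and 24.9 in Cpt2 KO, 22.8 and 25.1 in Ppara KO and 35.2 and 35.4 in DKO. The log2 interaction was −2.16 (SE 0.28, limma adjusted p = 0.0421). The settings in which it was no longer called include eBayes without trend, the mean of the peaks, width as a covariate, a minimum −log10 q of 10 and uncalled libraries filled in.

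Overlap between the marks was measured as the share of a library's H3K27ac peaks with an H3K4me1 peak in the library of the same genotype and replicate number. It was 66.0% ± 2.25 in WT, 58.1% ± 2.61 in Cpt2 KO, 63.2% ± 0.986 in Ppara KO and 59.1% ± 4.77 in DKO (SD, n = 2 each). Cpt2-null livers were lower by −5.96 percentage points (exact two-sided p = 0.0286, the smallest possible; adjusted 0.286), and Ppara-null livers by −0.902 points (exact p = 0.80, adjusted 0.86). Exchanging the H3K4me1 replicates within a genotype gave −5.68 points for Cpt2 at an exact p of 0.114. With a WT or Ppara KO library left out in turn the difference lay between −6.65 and −4.97 points, each at an exact p of 0.0571, and a minimum −log10 q of 10 gave −6.06 points at the same p.

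H3K9ac was compared between 1 WT and 1 Cpt2 KO library, with no replicate check and no enrichment values. The lists held 39287 intervals in WT, covering 37.5 Mb, and 41122 in Cpt2 KO, covering 37.4 Mb. Of 46568 consensus intervals, 25726 (55.2%) were called in both libraries, 11142 (23.9%) in the Cpt2 KO library alone and 9700 (20.8%) in the WT library alone. Intervals in both had a median width of 1020 bases, against 283 for those of Cpt2 KO alone and 295 for those of WT alone. Requiring an overlap of 50% of the shorter interval left 11949 intervals without a partner in Cpt2 KO and 10465 in WT. At Cpt2 and Ppara, H3K9ac was not used to check the labels.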

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

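The tests of smallest peak width, of missing calls and of scaling for the PPARA list, and that of a single library out of place at Rpia, were chosen only after the result was seen. The tests of matched random lists and of DNA at Rpia were written before theirs.

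The first result is an interaction of the PPARA targets in H3K27ac. Deleting Cpt2 raised the list by a log2 difference of 0.27 where Ppara was present and changed it by −0.02 where it was absent, a difference of −0.2852 (fry adjusted p = 0.00535, from 0.0157 to 0.462 over the alternatives for scaling, intervals and width). It was listed because the difference between the 2 effects was tested and passed. Both Cpt2 KO livers lay above both WT livers, while the means of Ppara KO and DKO were 0.056 and 0.036.

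A difference in fragment length, taken from the smallest peak width, would move the list between DKO and Ppara KO too. Relative to the library median, a rise of 0.18 would be seen there in proportion to width, and the list changed by −0.0194. With width as a covariate the interaction was −0.2924 and was still called. Both values argue against fragment length as the whole source of the change relative to the median. Without centring this does not hold: the rise in proportion to width would be 0.3305 and 0.2898 was seen, so for the uncentred change fragment length stays open. Intervals left out for lack of a call in some library do not account for it either: with uncalled libraries set to the 5th percentile the interaction was −0.2283, and DKO then lay below Ppara KO by −0.074. Level was tested with random gene lists matched on the mean level of the list, and 0 of 10000 had an interaction as low, with a median of 0.0928. Scaling was tested with the same lists after quantile normalization, which gives all libraries 1 distribution. The interaction of the PPARA targets was then −0.3523, and again 0 of 10000 random lists were as low (median 0.0181), which argues against scaling as the source of a difference from genes of equal level. Without centring the interaction was −0.20 and was not called, and the cause of that loss was not tested. A rise of the PPARA targets on loss of Cpt2 that needs Ppara is a candidate explanation that the design names. It is not called biological here, since GC content was not tested, the animal numbers differ between the Ppara states, and each genotype has 2 livers.

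The second result is the interval near Rpia, where the log2 interaction in H3K27ac was −2.1556 (SE 0.28, limma adjusted p = 0.0421). Of 18281 intervals 1 passed for the interaction (2771 unadjusted), against 8 without centring and 532 on recovered pileups, this one among them in both. Smaller differences elsewhere may have gone unseen, but the interaction was not simulated. In the simulated Ppara comparison, with 200 changed intervals, a log2 change of 0.5 was recovered in 0% of intervals. That share is no detection limit, since the real Ppara comparison called a difference of 0.48 at an interval inside Ppara. At the interval near Rpia the SE was 0.14 for Ppara and 0.28 for the interaction. Enrichment was lower in the 2 WT livers than in the other 6. No single library holds the difference: the 2 libraries of a genotype differed by at most 0.1883 log2 after centring. A difference in the amount of DNA at this place would multiply the pileups of both marks alike. In H3K4me1 the interaction was −0.3702 (SE 0.52), which argues against an amount of DNA large enough for the H3K27ac value. A sequence variant that acts on 1 mark stays open. The call itself is fragile. It was lost, among other settings, with eBayes without trend, with the mean of the peaks, with a minimum −log10 q of 10, with uncalled libraries filled in and with smallest peak width as a covariate, and the cause of the loss was not tested. Whether the fold of the 2 WT livers may reflect a regulatory difference stays open as an untested explanation, and at 1 of 18281 intervals the call may also be one of those that the threshold lets through.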

How the results depend on the processing

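Smallest peak width as a covariate, recovered pileups, the minimum −log10 q of 10 and the overlap of 50% of the shorter H3K9ac interval were chosen only after the data were seen. So were, for the 4 lists other than PPARA targets, uncalled libraries filled in, quantile normalization, the strongest interval per gene and the mean of the peaks. Numbers in brackets are the values without the alternative. Where a value changed, the cause was not tested, except where the construction of the alternative is given.

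Of 248 counts of changed intervals under an alternative or without 1 library, 162 stayed within 1.5 times the reported count and 86 moved. Of 114 counts of intervals called in one genotype and not in another, 64 stayed within it and 50 moved, all 50 of them on leaving out a library. Of 408 list values 343 kept their direction and their side of the threshold, 24 lost a call, 9 gained one and 32 changed sign. Of 360 values of named intervals 298 kept both and 62 lost the call, and none changed sign. Whole-library measures were held to an unadjusted exact p of 0.05, since none passed after adjustment over 27 tests. Of 204 values, of these measures, of correlations and of counts, 173 kept direction and side, 6 rose above that p, 3 fell below it, 15 changed sign and 7 counts moved.

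Among the called list results, 2 kept direction and call under all alternatives run for them and in each fit made for them without a library. In the fits of folds, a pair of genotypes was refitted only without libraries of other genotypes, and the interaction was not refitted. No DKO or Cpt2 KO liver was therefore left out for the comparison of DKO with Cpt2 KO. The fall of the PPARA targets in H3K27ac of Ppara-null livers lay between −0.63 and −0.53, with a fry adjusted p of 1.77e-05 to 0.0123, and that of DKO against Cpt2 KO between −0.81 and −0.66. The gap between similarity within and between genotypes in H3K27ac did not pass the correction. It lay between 0.096 and 0.144, and its exact p of 0.00952 is the smallest possible, so the p says nothing about stability. The H3K27ac intervals near Cyp4a10, Mfsd2a, Acaa1b, Slc27a2, Spon1, Aldh8a1 and Cdh1 kept the Ppara call, with log2 differences from −2.57 to −1.04 for the falls and from 1.49 to 2.32 for the rises. Correlations of the 2 effects of a deletion stayed without a call in both marks, between 0.26 and 0.48 under the alternatives.

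Setting uncalled libraries to the 5th percentile brought 47873 H3K27ac and 73677 H3K4me1 intervals into the test. In H3K27ac the counts were 3596 for Ppara (1342), 9394 for Cpt2 (2245), 7057 for Cpt2 KO against WT (2469), 2092 for Ppara KO against WT (1173), 10809 for DKO against WT (3685), 2736 for DKO against Cpt2 KO (409) and 0 for the interaction (1), with 8221 at an unadjusted p under 0.05. In H3K4me1 they were 88 for Ppara (25), 7 for DKO against WT (26), 2 for DKO against Cpt2 KO (0) and 3 for DKO against Ppara KO (0). By construction more intervals were tested, so these counts are not those of the same set. For the PPARA targets, the Cpt2 difference in H3K27ac was 0.040 (0.12) and lost its call, DKO against Ppara KO was called at −0.074 (−0.02), and the H3K4me1 calls for Ppara, −0.27 (−0.31), and for DKO against Cpt2 KO, −0.32 (−0.41), were lost. In the Cpt2 comparison of H3K27ac the hepatocyte reference list, at −0.235 (−0.20), and the acute phase and inflammation list, at −0.1088 (−0.12), gained a call, and the integrated stress response list changed sign, at −0.0423 (0.046). Signs changed for Ppara for the integrated stress response list, at −0.0234 (0.13), and the SREBP and lipogenesis list, at −0.060 (0.13), in H3K27ac and for the latter in H3K4me1, at −0.0041 (0.030).

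Without centring, 3936 H3K27ac intervals passed for Cpt2 (2245), 14 for DKO against Ppara KO (1) and 8 for the interaction (1), and 3 H3K4me1 intervals for DKO against WT (26). The PPARA targets in H3K27ac were no longer called for Ppara KO against WT, at −0.46, or for DKO against WT, at −0.17. The interaction, at −0.20 (−0.2852), lost its call too, and DKO against Ppara KO turned positive, at 0.29 (−0.0194). In the Cpt2 comparison the SREBP and lipogenesis list lost its call at −0.10 (−0.37), and the hepatocyte reference list, at 0.069 (−0.20), and the acute phase and inflammation list, at 0.15 (−0.12), changed sign. The SREBP and lipogenesis list gained a call in H3K4me1, at −0.028 (−0.024). By construction centring takes out the median shift, which in H3K27ac was 0.25 for Cpt2, so the values of the H3K27ac lists rise by about that much without it. With quantile normalization 2 intervals passed for DKO against Ppara KO in H3K27ac and 7 for Ppara in H3K4me1, and the PPARA targets in H3K27ac gave 0.0046 for DKO against Ppara KO.

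With the mean of the peaks, 700 H3K27ac intervals passed for Ppara KO against WT, 0 for DKO against Ppara KO (2466 unadjusted) and 0 for the interaction (2547 unadjusted), and 0 H3K4me1 intervals for Ppara (2734 unadjusted) and for DKO against WT (3847 unadjusted). The hepatocyte reference list in H3K27ac gained a call for Cpt2, at −0.3165. Among intervals above the median, 775 passed in H3K27ac for Ppara, 1256 for Cpt2, 1552 for Cpt2 KO against WT, 2119 for DKO against WT and 152 for DKO against Cpt2 KO, where 9140 intervals were tested in place of 18281, and 41 in H3K4me1 for DKO against WT. With eBayes without trend 8 passed in H3K4me1 for Ppara and 4 for DKO against WT, and 0 in H3K27ac for the interaction (2671 unadjusted). With the strongest interval per gene, the PPARA targets turned positive for DKO against Ppara KO in H3K27ac, at 0.0090, and gained H3K4me1 calls for Ppara KO against WT, at −0.25, and for DKO against WT, at −0.30. The hepatocyte reference list changed sign for Ppara, at −0.0344 in H3K27ac and −0.0432 in H3K4me1, and for Cpt2 in H3K4me1 the integrated stress response list did so at −0.0418 and the SREBP and lipogenesis list at 0.0214.

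The replicate number as a block gave 0 H3K4me1 intervals for Ppara (2340 unadjusted) and for DKO against WT (3312 unadjusted), 0 H3K27ac intervals for the interaction (3015 unadjusted), 1490 for Ppara and 2533 for Cpt2 in H3K27ac, and no change of a list's call. The numbers do not pair the livers: differences between replicates 2 and 1 correlated between genotypes at −0.065 to 0.172 in H3K27ac and at −0.489 to 0.101 in H3K4me1, so the block says nothing about these results.

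On recovered pileups the H3K27ac counts were 3101 for Ppara, 4741 for Cpt2, 4810 for Cpt2 KO against WT, 3302 for Ppara KO against WT, 6132 for DKO against WT, 1278 for DKO against Cpt2 KO, 224 for DKO against Ppara KO and 532 for the interaction. The H3K4me1 counts were 38 for Ppara and 1 for DKO against WT. Pileups lack the division by the local background, and the cause of the larger H3K27ac counts was not tested.

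With smallest peak width as a covariate, 713 H3K27ac intervals passed for Ppara (676 of them shared with the 1342), 17 for Ppara KO against WT and 0 for Cpt2 (1426 unadjusted), Cpt2 KO against WT (1418 unadjusted), DKO against WT (1747 unadjusted), DKO against Ppara KO (1642 unadjusted) and the interaction (1888 unadjusted). In H3K4me1 0 passed for Ppara (1499 unadjusted) and DKO against WT (1324 unadjusted) and 1 for Cpt2 KO against WT. The PPARA targets in H3K27ac lost the calls for Cpt2 KO against WT, at 0.29, and for Cpt2, at 0.14, and the SREBP and lipogenesis list that for Cpt2, at −0.32. Signs changed for the acute phase and inflammation list in the Ppara comparison, at −0.0445 (0.028), and the integrated stress response list in the Cpt2 comparison, at −0.047 (0.046). In H3K4me1 the PPARA targets lost the Ppara call, at −0.34, and changed sign for Cpt2, at −0.00070. The SREBP and lipogenesis list changed sign for Cpt2, at 0.0044, and the acute phase and inflammation list, at −0.022, and the hepatocyte reference list, at −0.061, did so for Ppara. Width nearly coincides with Cpt2 state in H3K27ac, and DKO and WT differ in it in both marks, so by construction the covariate takes up most of those contrasts.

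A minimum −log10 q of 10 gave 0 intervals for the H3K27ac interaction (2536 unadjusted) and 1 for DKO against WT in H3K4me1. The Cpt2 difference in H3K27ac peak number was then 4751 at an unadjusted exact p of 0.0286, that in H3K4me1 turned to 1534, and the overlap difference was −6.06 points at 0.0571 (−5.96 at 0.0286). The H3K27ac Cpt2 difference in the share of peaks near a gene end was then 0.103 points (0.868), at an unadjusted exact p of 0.857. In covered bases the H3K27ac differences turned to −3.37 Mb for Cpt2 and −0.627 Mb for Ppara. Within 5000 bases of a gene end the Cpt2 difference turned to −1.67 points in H3K27ac and −0.027 points in H3K4me1. With the H3K4me1 library of the other replicate number the overlap difference was −5.68 points at an unadjusted exact p of 0.114.

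Leaving out each library in turn moved several counts of changed intervals. In H3K27ac they ran from 469 without Cpt2 KO replicate 2 to 1528 for Ppara, from 691 without Cpt2 KO replicate 1 to 2492 for Cpt2 and from 1 to 4 for DKO against Ppara KO. In H3K4me1 they ran from 0 to 1015 without Cpt2 KO replicate 1 for Ppara, from 0 to 209 without Cpt2 KO replicate 2 for Cpt2, from 0 to 3 for Ppara KO against WT and from 53 to 999 without Cpt2 KO replicate 2 for DKO against WT. The 0 for Ppara arose without WT replicate 1 (1976 unadjusted), WT replicate 2 (1850), Ppara KO replicate 2 (1663) and DKO replicate 1 (1950).

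Without 1 library in turn, the PPARA targets in H3K27ac ran from 0.10 to 0.14 for Cpt2, with the call lost without either DKO library. In H3K4me1 they ran from −0.34 to −0.28 for Ppara, stayed at −0.41 for DKO against Cpt2 KO while the call was lost, and ran from −0.015 to 0.043 for Cpt2. The −0.41 could not move, since no DKO or Cpt2 KO library was left out for it. In H3K27ac the SREBP and lipogenesis list ran from −0.41 to −0.33 for Cpt2, and the call was lost without either DKO library. The hepatocyte reference list ran from −0.22 to −0.18 for Cpt2, called without WT replicate 2, and from 0.057 to 0.10 for Ppara, called without WT replicate 1, the acute phase and inflammation list from −0.051 to 0.11 for Ppara, and the integrated stress response list from −0.010 to 0.10 for Cpt2. In H3K4me1 the SREBP and lipogenesis list ran from −0.048 to 0.0010 for Cpt2, the acute phase and inflammation list from −0.0078 to 0.099 and the hepatocyte reference list from −0.039 to 0.067 for Ppara, and the integrated stress response list from −0.032 to 0.085 for Cpt2.

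Leaving out 1 library in turn also moved the whole-library measures. The Cpt2 difference in peak number ran from 1738 to 2566 in H3K27ac, at an unadjusted exact p of 0.0286 without Cpt2 KO replicate 1, and from −2741 to 492 in H3K4me1. The Ppara difference in peak number ran from 99.4 to 1591 in H3K27ac (738) and from −4389 to −1338 in H3K4me1 (−2791), and with a minimum −log10 q of 10 it was 1284 and −444.5, all without an exact p under 0.05. Covered bases in H3K27ac ran from −1.71 to 0.295 Mb for Ppara (−0.627) and from −4.02 to −2.91 Mb for Cpt2 (−3.37). Differences of H3K27ac peaks near a gene end ran from 0.652 to 1.11 points for Cpt2, at the same p without WT replicate 2, and from −0.355 to 0.351 for Ppara. The overlap difference ran from −7.25 to −4.97 points for Cpt2, at an unadjusted exact p of 0.0571 without a WT or Ppara KO library, and from −2.82 to 0.934 for Ppara.

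Counts of intervals called in one genotype and not in another rose on leaving out 1 library, since by construction 1 liver then stands for its genotype. In H3K27ac they ran from 14071 to 17306 for Cpt2 KO against WT, 10565 to 12924 for Ppara KO against WT, 9111 to 11612 for DKO against Cpt2 KO, 10023 to 12429 for DKO against Ppara KO, 2943 to 5309 for Ppara and 5593 to 8240 for Cpt2. In H3K4me1 they ran from 13595 to 29622, 15726 to 26984, 11567 to 32724 and 9539 to 25832 for the same pairs, 28461 to 33217 for DKO against WT, 6008 to 14597 for Ppara and 4001 to 10572 for Cpt2.

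The minimum −log10 q of 5 removed no peak and so says nothing about stability. Not run were the tests on counts, the H3K9ac alternatives on folds, scaling or q, and the interval nearest a transcription start, for which the strongest interval of a gene was taken. The H3K9ac counts at an overlap of 50% were 11949 and 10465 (11142 and 9700). The 2 livers per genotype limit what can be seen. In simulation of the Ppara comparison with 200 changed intervals a log2 change of 0.5 was recovered in 0% of intervals. The real H3K27ac comparison called 1342 intervals, among them the interval starting at 85730896 with a log2 difference of 0.48. The simulated shares are therefore not the detection limit of that comparison. A change of 1 was recovered in 27% (H3K4me1) and 46% (H3K27ac).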

Other observations

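The counts over other splits of the libraries and the correlation of covered bases with width were chosen only after the result was seen. So were the tests of the segments around Ppara and Cpt2, of animal numbers and of the position of intervals by the targeted genes. The criterion for the position test and those for smallest peak width in the covered bases and the SREBP list were revised after their values were seen.

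All 35 splits of the 8 libraries into 4 and 4 were fitted with 2 group means to see how often another split gave as many called intervals. In H3K27ac 1 of the 35 splits, the real one, gave as many as the Ppara comparison (238). For the Cpt2 comparison (103) it was 2 of 35, the other being the Ppara split. In H3K4me1 2 of 35 splits gave at least as many as the Ppara comparison (8), the real one and a far larger one that follows smallest peak width. The latter, both WT libraries, Cpt2 KO replicate 2 and Ppara KO replicate 1 against the others, gave 4082 (6859 unadjusted). The H3K4me1 Ppara count therefore cannot be separated from a technical split. In the fit of 4 genotype means the Ppara comparison gave 25 intervals (2721 unadjusted), and 0 with smallest peak width as a covariate (1499 unadjusted). For Cpt2 in H3K4me1 all 35 splits gave as many, since its count was 0 (1916 unadjusted with 4 genotype means).

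Smallest peak width, read as fragment length of the library, was weighed as a source of several differences. Over the 8 H3K4me1 libraries its r with covered megabases was −0.77 (exact permutation p = 0.0319, adjusted 0.0578 over 8 relations; Spearman rho = −0.683, exact permutation p = 0.0717, adjusted 0.115; r = −0.97 without the 2 libraries farthest from the median). Of the other 7 relations, 2 passed the adjustment by Pearson r and none by Spearman rho. Width went with the share of H3K4me1 peaks near a gene end at r = 0.894 (exact p = 0.00645, adjusted 0.038; rho = 0.707, adjusted 0.115) and with the median fold of H3K27ac at r = 0.864 (exact p = 0.0095, adjusted 0.038; rho = 0.881, adjusted 0.0579). The value for covered megabases comes from 4 libraries of at most 200 bases and 4 of at least 210. The longer library covered less in Cpt2 KO, by 12.2 Mb, and in Ppara KO, by 10.7 Mb, while in DKO it covered 7.21 Mb more, so fragment length may contribute and does not order the libraries among the longer 4. In H3K27ac, where all Cpt2-null libraries are the longer ones, the library with the larger width had the higher median fold in 3 of 4 genotypes, and fragment length of the library and loss of Cpt2 cannot be told apart as the source of the higher median fold.

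The same question was put to the 2245 H3K27ac intervals called for Cpt2. The slope of each interval on width within genotypes correlated with the Cpt2 contrast at r = 0.0939 over intervals, which are not independent, and 3 of the 8 choices of sign gave a value at least as far from 0 (range 0.0448 to 0.134). The H3K4me1 difference between long and short libraries correlated with the Cpt2 contrast at r = 0.1291 over 9679 shared intervals and with the Ppara contrast, where width does not differ in the same way, at 0.145. With the H3K27ac slope itself the H3K4me1 difference correlated at 0.2097, and 3 of the 8 choices of sign gave a value at least as far from 0 (range 0.0423 to 0.2408), so an imprint of width shared by the marks stays open. None of these values shows one that is specific to the Cpt2 contrast, and none excludes it, because widths within a genotype differ by at most 8 bases in H3K27ac. Loss of Cpt2 and fragment length cannot be told apart for these intervals. For the SREBP and lipogenesis list, the fall predicted from the slope was −0.0489 with an SE of 0.1944 against −0.37 seen, too wide to decide. Level did not explain that fall, since 0 of 10000 random lists matched on the level of the intervals were as low (median −0.0095), nor the fall of the PPARA list in Ppara-null livers, where it was also 0 of 10000 (median −0.0447). For the hepatocyte reference list 104 of 10000 were as low as its Cpt2 difference. The slope on width predicted rises for this list (0.1074, SE 0.0451, −0.20 seen) and for acute phase and inflammation (0.451, SE 0.1655, −0.12 seen). It therefore gives no account of these falls, neither of which passed by fry. It predicted −0.0186 (SE 0.062, 0.12 seen) for PPARA targets and 0.093 (SE 0.2104, 0.046 seen) for the integrated stress response.

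The Ppara comparison of H3K27ac was examined for a segment of another strain carried along with the targeted allele. Of the called intervals 1.267% lay within 5 Mb of Ppara. There 17 of 149 intervals (11.4%) were called, against 7.31% elsewhere, while the share called for Cpt2 was also higher in that region, 16.8% against 12.2%. A segment there may add a few calls and does not account for the rest. Numbers in the peak names, read as animal numbers, set the Ppara-null livers apart from the Ppara-intact ones by 2700 and are the same 8 animals in both marks. Litter, cohort or date may therefore differ along with Ppara. That cannot be told apart from the genotype for the Ppara comparison, because no group holds both kinds of number.

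In or beside the bodies of Cpt2 and Ppara, 3 H3K27ac intervals were called in all 4 livers of one state of that gene and in none of the other. Within 5 kb of the gene bodies 0.4911 were expected at the share of such intervals over the genome (probability 0.0127 of 3 or more), which argues against position by chance. Their presence may mark the edited loci.

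The lower share of H3K27ac peaks that overlap H3K4me1 in Cpt2-null livers, by −5.96 points, may depend on how much each H3K4me1 library covers. Exchange for the library that covers more changed the share by −2.686 points on average in Cpt2 KO and Ppara KO (−6.01 and 0.638), by 6.69 in DKO and by 0.203 in WT. Because the directions were mixed, coverage of H3K4me1 and a change of overlap cannot be told apart here.

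H3K9ac intervals found in the Cpt2 KO library alone were compared with H3K27ac at the same places. The median H3K27ac change from WT to Cpt2 KO was 0.4447 log2 higher at the 652 intervals with H3K9ac in Cpt2 KO alone than at the 726 with H3K9ac in WT alone. The same difference between DKO and Ppara KO was 0.350. Between replicates 2 and 1 it was 0.0322 in WT, 0.1011 in Cpt2 KO, −0.0254 in DKO and −0.2771 in Ppara KO, so 2 livers of 1 genotype can differ by a large part of the value seen. The 2 acetylation marks may shift at common places after loss of Cpt2, but this and a sharing of animals or batches cannot be told apart with 1 H3K9ac library per genotype. Fragment length is also open for the H3K27ac contrast.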
